# EMT is the dominant program in human colon cancer

**DOI:** 10.1186/1755-8794-4-9

**Published:** 2011-01-20

**Authors:** Andre Loboda, Michael V Nebozhyn, James W Watters, Carolyne A Buser, Peter Martin Shaw, Pearl S Huang, Laura Van't Veer, Rob AEM Tollenaar, David B Jackson, Deepak Agrawal, Hongyue Dai, Timothy J Yeatman

## Abstract

**Background:**

Colon cancer has been classically described by clinicopathologic features that permit the prediction of outcome only after surgical resection and staging.

**Methods:**

We performed an *unsupervised *analysis of microarray data from 326 colon cancers to identify the first principal component (PC1) of the most variable set of genes. PC1 deciphered two primary, *intrinsic *molecular subtypes of colon cancer that predicted disease progression and recurrence.

**Results:**

Here we report that the most dominant pattern of intrinsic gene expression in colon cancer (PC1) was tightly correlated (Pearson R = 0.92, P < 10^-135^) with the EMT signature-- both in gene identity and directionality. In a global micro-RNA screen, we further identified the most anti-correlated microRNA with PC1 as MiR200, known to regulate EMT.

**Conclusions:**

These data demonstrate that the biology underpinning the native, molecular classification of human colon cancer--previously thought to be highly heterogeneous-- was clarified through the lens of comprehensive transcriptome analysis.

## Background

Colon cancer has long been postulated to be a molecularly heterogeneous disease. This heterogeneity has been proposed as the reason why it has been difficult to identify unifying molecular hypotheses explaining the biology and behavior of the disease. Molecular profiling of colon cancer has been a relatively effective approach for identifying prognosis of early and intermediate stage disease. We and others have identified biologically complex signatures that affect multiple programs such as adhesion, invasion, and angiogenesis and correlate well with cancer progression and recurrence. These signatures appear to support Weinberg's hypothesis [1] of multiple programs leading to cancer development and progression. These signatures have generally been developed using *supervised *machine learning techniques that train their models on pre-determined good vs. poor prognosis patient populations [2-6]. Colon cancer, unlike breast cancer where luminal and basal "intrinsic" subtypes have been identified [7-13], or bladder cancer where intrinsic signatures of recurrence have been established [14,15], has yet to be classified by *unsupervised*, molecular profiling approaches. We believed it was important to attempt to uncover unbiased, native biological traits that might underpin colon cancer.

## Methods

### Colon Cancer Samples

326 human colon cancer samples derived from the Moffitt Cancer Center were previously assessed using a single Affymetrix U133Plus2.0 platform and single standard operating procedure. Formalin fixed paraffin blocks (FFPE) were obtained for 69 of these cases and used to extract tumor RNA after macrodissection. Tumor RNA was submitted for global microRNA analysis using an Applied Biosystems platform covering ~700 unique microRNA species. The gene expression data were then compared directly to the microRNA data derived from the same samples. All patient samples and clinical information for the 326 colon samples were obtained through a protocol approved by The University of South Florida Institutional Review Board.

### Identification of the cell line derived EMT signature

The EMT signature was derived from a microarray dataset with 93 lung cancer cell lines by performing a t-test comparing cell lines exhibiting mesenchymal-like gene expression pattern (high levels of VIM and low levels of CDH1) vs. cell lines with epithelial-like gene expression pattern (low levels of VIM and high levels of CDH1). Genes with p-value < 0.01 by a t-test were selected, and were split into those that were up-regulated in mesenchymal-like cell lines and those that were up-regulated in epithelial like, and further restricted to approximately 200 unique gene symbols in each up and down regulated gene sets based on the absolute value of the fold change.

### Identification of PC1

Unsupervised analysis of the most variable genes expressed in the colon cancer data set (n = 326) was undertaken to discover new, "intrinsic" biology of colon cancer. Principal component analysis on the entire gene expression data set of 326 CRC samples, as implemented in the Princomp function in Matlab, (Mathworks Inc.), was computed by selecting the 1st principal component (PC1) corresponding to the highest eigenvalue of the covariance matrix, describing the inherent variability of the data.

### Derivation of colon signatures

We identified a set of gene sets that were associated with different endpoints related to tumor histology. Signatures for each of the following scenarios was created: right/left (RT/LT) colon was computed by comparing 60 samples collected in RT Colon vs. 18 samples collected in LT Colon; Mucinous/Non-Mucinous colon carcinoma was developed by comparing 35 mucinous colon carcinomas vs. 165 non-mucinous; MSI/MSS was created by comparing 6 MSI vs. 73 MSS samples; Carcinoma vs. Adenoma was developed by comparing 22 pure adenocarcinoma samples vs. 5 pure adenomas; Poor/Well differentiation was discovered by comparing 32 poorly differentiated samples vs. 19 well differentiated, Colon/Rectum by comparing 50 samples collected in colon vs. 19 samples collected in rectum; Stage2/Stage1 was identified by comparing 59 stage 2 samples vs. 32 stage 1 samples, Stage3/Stage2 (71 Stage3 samples vs. 59 Stage2 samples) was similarly identified. Each comparison was carried on non-metastatic samples with known stage, histology, and collection site. For each comparison, two gene sets (up and down regulated) were identified by t-test with p-value < 0.01, split by a sign of fold change, selection of unique gene symbols among 100 probes most differentially expressed by an absolute value of fold change. Performance of these gene sets was evaluated by back substitution and the scores for gene sets were computed as the mean of probes mapped by the gene symbol to the up-regulated subset minus the mean of the probes that mapped by the gene symbol to the down-regulated subset. They were found to have ROC AUC>0.7 and 1-way ANOVA p-value < 1e-6 when applied to distinguish the same samples that were used to identify these gene sets.

### Scoring of signatures in the data set

Signature score for a given gene set was obtained by averaging the expression levels of the probes that mapped by the gene symbol to that gene set. MYC and RAS signatures were obtained from Nevins et al [16,17].

### Standard microarray data processing

The microarray data was processed by running RMA normalization method as implemented in Affymetrix Power Tools using default settings, background correction and quantile normalization with subsequent application of log10 to obtained probe intensities.

## Results

We took a completely *unsupervised *approach to classifying a set of 326 colon and rectal cancers from a spectrum of clinical stages. We set out to identify the most differentially expressed genes, and used the first principal component (PC1) (~5000 differentially-expressed genes) to describe two major subpopulations (Figure 1a, b). The biology of the ~5000 genes underpinning the "intrinsic" PC1 signature was not forthcoming from the standard functional analyses algorithms that often identify multiple pathways linked to complex signatures. In fact, analysis of PC1 by Ingenuity, Kegg, and GeneGo approaches identified multiple potential pathways that might be responsible for the observed molecular subclassification (Additional File 1). This approach did not precisely clarify the biology behind the observed gene expression changes, but suggested that adhesion and extracellular matrix were significantly affected. To better describe the functionality of PC1, we examined numerous (~300) cell line-derived and tumor-derived signatures for their association with PC1. This analysis identified the cell line derived epithelial-mesenchymal transition gene expression signature as the most significantly associated (P < 10^-135^) with PC1 (Figure 1c). The signature was derived from an analysis of 93 lung cancer cell lines that had been previously globally molecularly profiled and sorted by two genes associated with the EMT phenotype, CDH1 and VIM (Figure 1d, Additional File 2). The cell lines were then divided into two groups, one considered to be *epithelial *(high CDH1, low VIM) and one considered *mesenchymal *(low CDH1, high VIM) (Additional File 3). The two groups were then used to identify ~300 genes that would further distinguish epithelial from mesenchymal cell lines. This group of genes then became a cell line derived "EMT signature". More importantly, the up and down arms of the EMT signature were directionally correlated with PC1 (P < 10^-16^, Fisher Exact Test) (Additional File 4). The significant finding was that the *unsupervised *PC1 signature, which represented an "intrinsic" subtype classifier of colon cancer, appeared to be driven by a core EMT program of up-and down-regulated genes (Additional File 4). In fact, 92% of probes mapped to EMT UP gene set (genes that were up-regulated in mesenchymal vs. epithelial lung cell lines) were positively correlated with PC1 and 82% of probes from EMT DOWN gene set (genes that were respectively down-regulated), corresponding to Fisher exact test p-value of 2 × 10^-16 ^[18].

**Figure 1:**
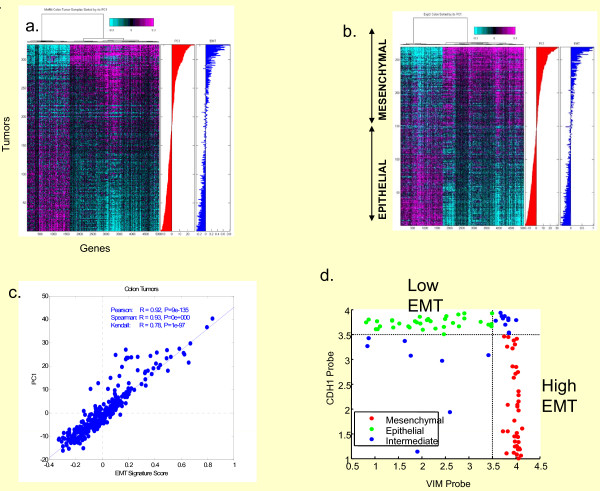
**Intrinsic molecular stratification of human colorectal cancer**. *Unsupervised *analysis and hierarchical clustering of global gene expression data derived from colorectal cancer cases identified 2 major "intrinsic" subclasses (cyan and magenta) distinguished by the first principal component (PC1) of the most variable genes. These two key native subtypes were clearly identified in both the (a) Moffitt Cancer Center (MCC) data set (n = 326) and the (b) EXPO dataset (n = 269). PC1 was later found to be tightly correlated with an EMT signature derived from cell lines, providing an explanation for the biology underpinning these two intrinsic classes in both datasets. PC1 clearly distinguishes two subclasses which were subsequently identified as epithelial vs. mesenchymal. On both panels (a) and (b), mean-centered probe intensities are shown, and probes are clustered using Pearson correlation based distance and Ward linkage. Also, rows represent samples, and columns represent array probes. Panel (c) shows scatter plot of EMT signature score and PC1 (First Principal Component Score) on Moffitt Cancer Center data set. Panel (D) shows the scatter plot between probe intensities for Vimentin (VIM) and E-cadherin probes in a panel of 93 Lung Cancer Cell Lines. Cell Lines exhibiting epithelial-like phenotype are shown in green; those exhibiting mesenchymal-like phenotype are shown in red.

We further confirmed the expression of this same embedded pattern of gene expression (PC1) in the independent ExPO data set (n = 269) (Figure 1b), suggesting that EMT is a pervasive program underpinning colon cancer biology. To further clarify the EMT association with the PC1 signature, genes previously linked to the EMT program such as VIM, FGFR, FLT1, FN1, TWIST, AXL, and TCF, were individually assessed and found to be positively correlated with PC1/EMT (Figure 2). Similarly, genes such as CDH1, CLDN9, EGFR, and MET were negatively correlated with PC1/EMT. Also shown are multi-gene *signatures *(black labels) such as EMT, TGF-beta, RAS, proliferation, and MYC; TGF-beta is a known driver of EMT and thus correlates with both PC1 and EMT. Alternatively, RAS activation/dependency/addiction has been shown to anti-correlate with EMT [19]. K-RAS dependent cells exhibit an epithelial morphology, expressing significant cortical CDH1 but little VIM. Conversely, RAS-independent cells express little CDH1 but significant VIM. Our results are consistent with these findings. Of interest, proliferation, and an effecter of such (MYC), both anti-correlate with EMT.

To determine if the EMT signature might be regulated by specific microRNAs [20], we re-profiled ~70 Stage I-IV colon cancers with a ~415 global MiR platform that had been previously assessed by microarray analysis. Out of these ~70 samples, 49 were subsequently used for the analysis after data processing and QC. Of all the MiRs tested, the MiR 200 family was the most highly anti-correlated with PC1/EMT signatures (Figure 3, Additional File 5, Additional File 6). Whereas the gene expression analysis to derive PC1 was performed from frozen tissues, the MiR analyses were performed using matched formalin-fixed, paraffin-embedded tissues (FFPE), strengthening the observed finding *across *platforms.

**Figure 2:**
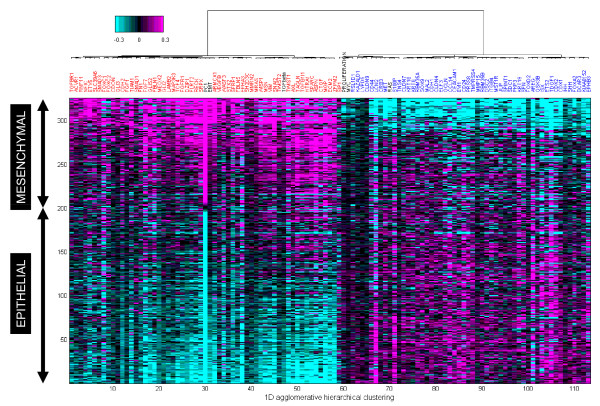
**Hierarchical cluster analysis of the top 100 genes assessed from a text mining approach were strongly associated with the EMT program as shown on 326 MCC colon tumors sorted by PC1**. The 100 gene set contains individual genes (CDH1, CLDN9, FGFR1, FN1, TWIST 1 & 2, AXL, VIM) as well as signatures of genes (PC1, EMT, TGFbeta, Proliferation, MYC, and RAS) that are up-regulated in mesenchymal tumors (shown in magenta), and that are up-regulated in epithelial tumors (shown in cyan). Names for the relevant gene signatures are shown in black. Samples (rows) are sorted by PC1. Genes (columns) are clustered using Pearson correlation and Ward linkage. Heatmap shows mean-centered probe intensities.

**Figure 3:**
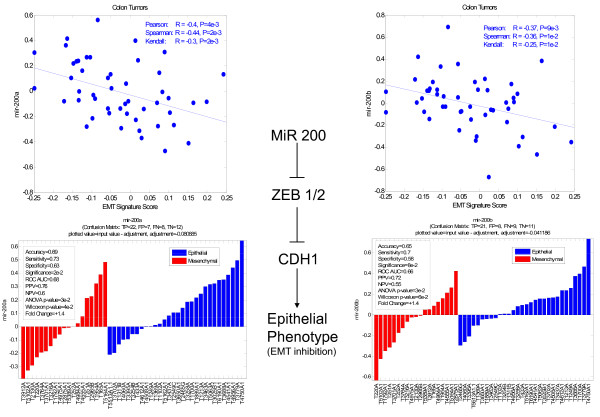
**Correlation of microRNA analysis (~700) with PC1/EMT across 49 colorectal cancers identified the MiR200 family as strongly, negatively correlated with PC1/EMT (upper plots)**. The Mir 200 family has been linked to *inhibition *of EMT (promotion of the epithelial phenotype) through *inhibition *of Zeb 1 & 2, known transcriptional repressors of CDH1. Waterfall plots show MiR 200 over-expression is correlated with more tumors classified as epithelial than mesenchymal and Mir 200 under-expression is correlated with fewer epithelial than mesenchymal tumors (lower plots).

Having identified PC1 as an intrinsic gene expression signature closely linked to the EMT program, we wanted to determine if the *mesenchymal *phenotype (high PC1/EMT score) would predict recurrence of disease. To our surprise, PC1, despite being developed with an unsupervised approach, was capable of differentiating good from poor prognosis, and was well-correlated with recurrence and progression of disease, even for intermediate stages II and Stage III (Figure 4a, Additional File 7, 8, 9, 10). It was also linked to cancer progression and to poor differentiation status. We further identified these relationships in the Lin et al [21], NKI, and EXPO data sets (Additional File 11). Moreover, PC1 was also predictive of disease-free survival in the Moffitt Cancer Center colon cancer data set (Figure 4b). More importantly, however, PC1 was also predictive of poor outcome in two additional completely *independent *data sets. In a data set from the NKI, PC1 predicted metastasis free survival (Figure 4c) and in a Lin et al data set [21], PC1 predicted recurrence (Figure 4d). When the PC1 signature is applied to cancers with different recurrence rates, there was also a clear difference between colon, lung, and pancreas cancers (colon < lung < pancreas) (Additional Files 12, 13, 14, 15**and **16).

**Figure 4:**
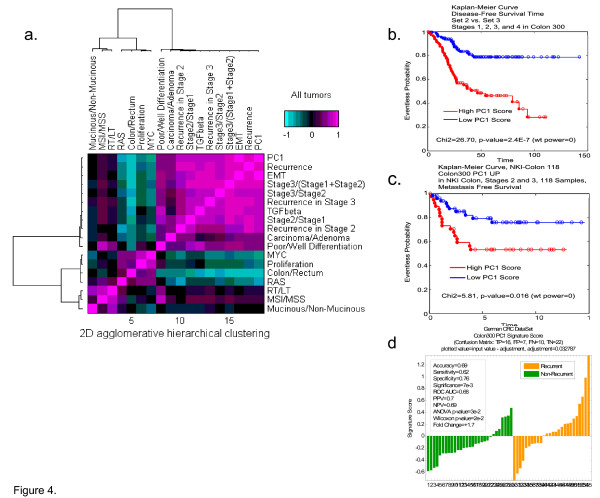
**Covariance matrix showing correlation of PC1 with disease recurrence**. (a) PC1, despite being developed with unsupervised approaches, appeared to correlate well with EMT, disease recurrence, disease progression, and differentiation status, but not with gene signatures linked to adenoma vs. carcinoma, MSI status, or mucinous vs. nonmucinous cancers. Moreover, PC1 appeared to be anti-correlated with RAS, MYC, Proliferation, and colon laterality. PC1 distinguishes good and poor prognosis patients in the MCC data set (b) as well as in two independent test sets: (c) Netherlands Cancer Institute (NKI, #13) (L.V.V.) and (d) Lin et al data sets [21].

We also tested known signatures, or developed a number of other signatures within the colon cancer dataset, that did not correlate well with PC1. These included a signature predicting MSI status [22], a signature separating right from left colon tumors, a signature separating mucinous from non-mucinous tumors, and a proliferation signature [23] (Figure 4a). 

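Gene expression was measured in 67 colorectal cancer cell lines in culture at baseline, with 1 array for each line. The lines are cultures labelled as colorectal cancer, among them HCT116, HT29, SW480, LoVo and RKO. The origin of a line was taken from its label, although COLO741 expressed genes of the melanocyte lineage. The custom Affymetrix array held 52377 probes, of which 35184 are listed with 1 gene, 374 with several genes and 16819 with no gene. The authors deposited RMA values, that is, probe intensities after background correction and quantile normalization, on the log10 scale. The median of an array ranged from 1.69 to 1.74, and the median correlation of an array with the other arrays ranged from 0.854 to 0.927 across all probes. No line was measured again, so the number of arrays limits the precision, and the nearest thing to a replicate is another line from the same donor. Because several lines come from one donor (HT29, WiDr, CX-1 and HT29glucC1, for example, as background knowledge of these lines has it), the lines were averaged into 48 donor units before any correlation. In a principal component analysis of the 5000 probes with the highest variance, lines of one donor differed in PC1 with an SD of 3.40, against an SD of 16.8 between donor units. The tumor-derived weights of PC1 and the full gene lists of the EMT and RAS signatures are not used here. PC1 was computed from the cell lines themselves, and the scores were made from 19 lists of genes fixed before the data were examined. A score is the mean log10 intensity of all probes of a list, and the EMT score is the mesenchymal minus the epithelial score. The median of all values, an intensity of 52.3, served as a floor. Levels under it were not told apart from background but entered scores, correlations and ranks as measured. A gene is represented by its probe of highest mean, so levels of different genes are not compared with each other.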

The PC1 signature, while discriminating for epithelial vs mesenchymal tumors, may also be used to classify cell lines. This classification undoubtedly will be useful in further analysis of EMT in cancer using these cell lines as models. 

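Levels of CDH1, the adhesion protein E-cadherin of epithelial junctions, were low in few of the lines, while VIM was spread over a wide range. CDH1 was below the floor in 7 lines from 4 donors, namely RKO and its 2 derivatives, both COLO320 lines, COLO741 and MDST8, where its intensity was at most 28.5. In NCI-H716 it was 59.6, and its median over all lines was 3990. VIM was below the floor in 35 lines, and 25 lines had both genes above it. ZEB1, a repressor of CDH1 transcription, was above the floor in 12 lines, and 7 of these were the lines with CDH1 below it.
Across the donor units CDH1 was anti-correlated with VIM at r = -0.713 (permutation p = 1e-05, the smallest possible here) and rho = -0.608 (permutation p = 1e-05), and without the units with the highest VIM, MDST8 and COLO741, r was -0.612. Over the 44 donor units with CDH1 above the floor r was -0.561 (permutation p = 0.00011) and rho was -0.496 (permutation p = 0.00049). Without NCI-H716 and SW480 it was -0.311 (permutation p = 0.0433). This restriction was chosen after seeing the data.
Each of 19796 genes was then tested along an axis, the standardized VIM minus the standardized CDH1 level, with limma and donor as a random block, so that no line had to be assigned to a group. At an adjusted p under 0.05, 1532 genes rose and 1849 fell along the axis. Without COLO741, both COLO320 lines and NCI-H716, which lie high on the axis, 1410 genes rose and 1569 fell. Of the 3381 genes passing with all lines, 2159 passed there as well. The largest slopes, in log2 units per unit of the axis, were those of MSRB3 (0.96, standard error 0.11, adjusted p = 6.32e-10), LIX1L (0.96) and FERMT2 (0.95), followed by RASSF8, FRMD6, CCDC88A, SLC7A2, FSTL1, SEPTIN3 and LHFPL6. The largest negative slopes were those of LGALS4 (-1.51, standard error 0.21, adjusted p = 7.97e-08), GPX2 (-1.36) and the fatty acid binding protein FABP1 (-1.32), followed by AGR2, RAB25, CEACAM5, S100P, GDA, FXYD3 and LY75.
Apart from VIM, 9 of 19 mesenchymal genes rose and none fell (9 when adjusted over the list alone), among them MSN (0.72, standard error 0.23, adjusted p = 0.0212), EMP3 (0.67), GNG11 (0.63) and ZEB1 (0.63). AXL (0.43, adjusted p = 0.139) and FN1 (0.41, adjusted p = 0.123) did not pass. Apart from CDH1, 20 of 21 epithelial genes fell (20 when adjusted over the list alone), with RAB25 at -1.25 and the splicing regulator ESRP1 at -1.10. Of 15 genes of intestinal differentiation 14 fell (14 when adjusted over the list alone), among them LGALS4, FABP1, CEACAM5 and TSPAN8 (-1.13). In a camera test with a preset correlation of 0.01 the adjusted p was 1.22e-05, 5.59e-50 and 2.49e-15 for these lists, and all 3 passed with an estimated correlation. Camera was run without the donor block, so its p-values take lines of one donor as independent. Of 10 RAS pathway genes EPHA4 (0.54) and ETV5 (0.32) rose, ETV4 (-0.20) fell and 7 did not pass (2 rose and 1 fell when adjusted over the list alone), with a camera adjusted p of 0.393, and their median slope (-0.07) and mean slope (0.03) differ in sign.

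**Figure D1:**
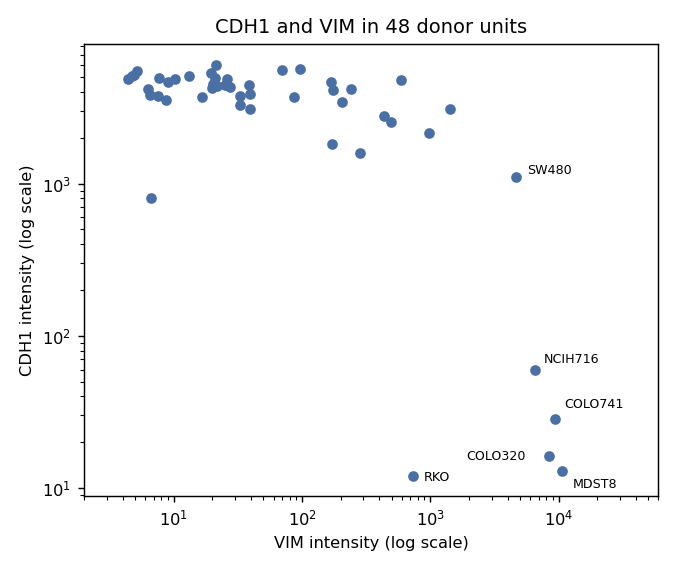
CDH1 against VIM intensity (both log scales), with 1 point for each of the 48 donor units. RKO, COLO320, COLO741 and MDST8 lie below the floor of 52.3 for CDH1, and NCI-H716 lies just above it at 59.6.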

Understanding which cell lines best represent the epithelial vs the mesenchymal phenotype will help determine the best models for subsequent drug intervention and target validation studies and will allow cell lines to be mapped to human tumors. 

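Ordered by PC1 computed from their own profiles, the colon cell lines ran from LS513 at -23.8, SW403 at -22.7 and CL40 at -21.1 to COLO741 at 36.6 and MDST8 at 41.7. The next lines at the low end were SNUC1 (-19.7), SW1463 (-19.5) and COCM1 (-18.7), all with an LGALS4 intensity of at least 8103 and VIM at or below 10.2. At the high end the RKO lines lay between 27.8 and 28.1, COLO320DM at 34.3 and COLO320HSR at 35.3, and each of these lines had CDH1 below the floor. HCT116 at 22.6 and SW480 at 17.5 were also high on PC1 but had CDH1 at 1445 and 947. Lines of the middle range, such as LoVo at 0.665, DLD-1 at 4.94 and SW48 at 8.90, had CDH1 at 3111, 3896 and 3105. The EMT score was -2.07 in LS513, -1.21 in HCT116, -0.450 in RKO and 1.12 in MDST8. Derivatives stayed near their parent line, as in HCT116 HKH2 at 21.0 and RKO E6 at 27.9, whereas SNUC2A at 12.8 and SNUC2B at 4.38 lay farther apart. Differences in PC1 of the size seen among lines of one donor do not rank lines. COLO320 and NCI-H716, the latter at 14.9, are described, as background knowledge, as neuroendocrine, and the neuroendocrine score was highest in NCI-H716 at 3.07 on the log10 scale. It was 2.25 in COLO320HSR but 1.69 in COLO320DM, below SW1417 at 2.18 and T84 at 1.82. COLO741 expressed genes of the melanocyte lineage, with MLANA at an intensity of 10140 against at most 35.9 in any other line. COLO206F, described as a line of the donor of COLO205, lay at 0.219, whereas COLO205 lay at -15.7.

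**Figure D2:**
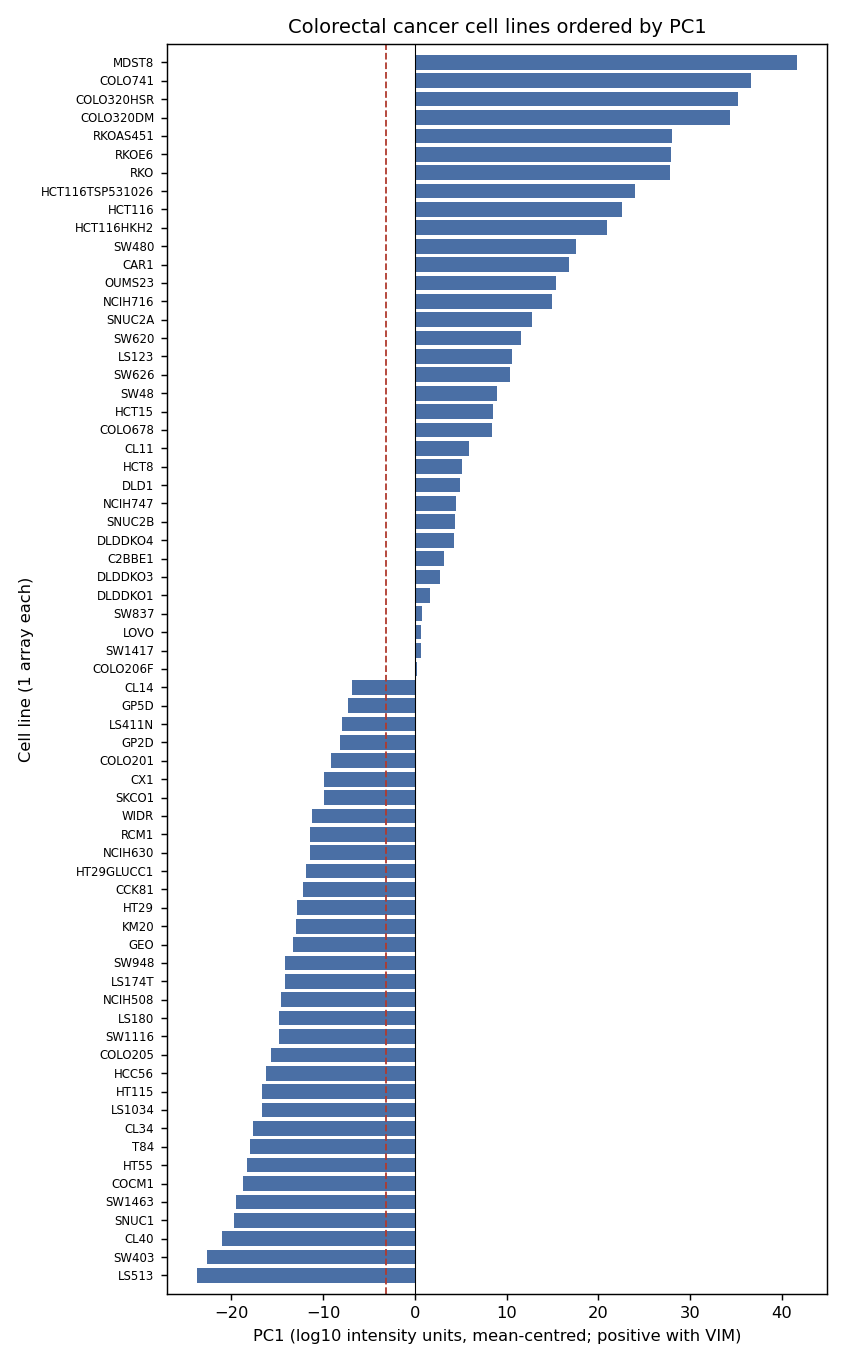
PC1 (log10 intensity units, mean-centred, positive with VIM) of each of the 67 colorectal cancer cell lines, as 1 bar from 0 for the single array of each line. The dashed line marks the middle of the gap between donor units, with LS513 lowest at -23.8 and MDST8 highest at 41.7.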

For this purpose, we have classified numerous colon cell lines using the tumor-derived PC1 signature (Additional File 16).

## Discussion

Colon cancer has heretofore been considered a very heterogeneous disease [24,25]. It has been difficult to identify a unifying biological theme that could be leveraged for therapeutic intervention. Previously identified prognostic signatures have required supervised learning to elucidate predictive gene sets. For the first time, our data suggest that the PC1 signature, discovered through unsupervised approaches, appears to be a native, intrinsic subtype classifier of colon cancer that predicts recurrence, advancing stage, and poor prognosis based on the biology of EMT. Finding the PC1 score was predictive of recurrence for both stages II and III of colon cancer, and its strong relationship to EMT biology, leads to the possibility that this signature might be useful in these stages for discerning responsiveness to adjuvant chemotherapy. Our data suggest the otherwise molecularly and pathologically heterogeneous disease may be resolved into two principal molecular subtypes of colon cancer: *epithelial *or *mesenchymal*.

The identification of the intrinsic EMT program was further supported by additional molecular studies relating global microRNA profiling data to global gene expression datasets. From this analysis, the MiR 200 family and related MiRs were identified as highly negatively correlated with PC1. This finding was significant because the MiR 200 family has been closely linked to the EMT program. It has been previously demonstrated that MiR 200 over-expression may result in inhibition of ZEB1/2, which in turn leads to inhibition of transcriptional repressors of CDH1, thereby permitting the expression of CDH1 and expression of the epithelial phenotype [26,27]. Thus, a negative correlation of MiR200 and the EMT signature promoting a mesenchymal phenotype is consistent. The relationship between MiR 200 and PC1 was strong enough to be detected on a relatively small number of tumors, even when non-mirror image FFPE tissues were used instead of the original frozen specimen, suggesting the EMT program is pervasive throughout the primary tumor. In addition, MiR 141, a MiR 200 family member, was also identified as negatively correlated with EMT, confirming previous observations. Finally, numerous additional MiRs have been identified that have not yet been previously reported to be linked to EMT.

Analysis of PC1 relative to biological programs beyond EMT was also informative. Of interest was that MSI tumors which are generally prone to better prognosis and right sided predisposition, were shown to have relatively low PC1 scores. Consistent with these data, recent studies have supported the hypothesis that MSI tumors are anti-correlated with EMT [28]. Similarly, mucinous tumors have been linked to local more than distant recurrence, thus the finding that these tumors were more epithelial than mesenchymal is biologically consistent. Most interesting was that the proliferation signature, which has been previously used to identify poor prognosis breast and lung cancers, was linked to good prognosis colon tumors, suggesting proliferation may *not *play a critical role in colon cancer progression, yet we know it is important for colon epithelial biology in crypt bases. Consistent with this is the recent observation that colon metastases have a lower proliferative index than primary non-metastatic tumors [29]. One explanation for this observation may be that metastatic lesions may have undergone a mesenchymal to epithelial transition (MET) [30]. Thus, PC1, a harbinger of the transition to the mesenchymal state, is predictive of poor vs good outcome in a number of observed clinical scenarios. These PC1 anti-correlated signatures shed further light on the biology of colon cancer.

Our data also support the concept that the mesenchymal subtype, linked to TGF-B activation, is likely responsible for advancing stage, poor differentiation status, and distant recurrence of disease, but not to RAS, MYC, MSI, or proliferation. RAS activation, linked to the epithelial phenotype driven by genes such as EGFR, appears to be anti-correlated with the PC1/EMT or mesenchymal signature.

Analysis of other cancers such as pancreas and lung demonstrate a spectrum of EMT across diseases (colon < lung < pancreas) that may explain the differential survivability of these cancers (colon > lung > pancreas), variable recurrence rates, and responses to therapy [31]. And, as we have shown, these observations can now be leveraged to classify cell lines for therapeutic intervention modeling. We anticipate the PC1 score may be useful in classifying tumors with a mesenchymal vs. epithelial phenotype that might be sensitive to new classes of drugs such as Src, Notch, and FGFR inhibitors vs EGFR inhibitors, respectively.

## Conclusions

Collectively, our data suggest that the "intrinsic" PC1 signature, underpinned by robust EMT biology, is highly prognostic for colon cancer recurrence, may be useful to subclassify more than one type of cancer, and may provide a means of identifying sensitive subpopulations for the next generation of novel therapeutics.

## Abbreviations

EMT: Epithelial Mesenchymal Transition; PC1: First Principal Component; MET: Mesenchymal Epithelial Transition

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AL, MN, JW, CB, DH performed data analysis, interpreted the results, and created figures for the manuscript. PS and PH provided scientific direction, critical review and data interpretation. LVV and RT provided clinical samples for the test set. DA provided scientific input into the design and analysis of the experiments. AL and TY were the lead authors of the manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/4/9/prepub

## Supplementary Material

Additional file 1 **Ingenuity/GO Analysis produced multiple functional categories for PC1 without bringing clarity to the underlying biology**. The table lists top functional gene groups in terms of significance for enrichment of genes from PC1 signature. Both, significance of enrichment p-value,(based on hyper geometric distribution) and Bonferroni-type correction e-value (to account for multiple testing). Gene sets from Ingenuity, KEGG, and GeneGO were included in the analysis. Click here for file

Additional file 2 **EMT signature was derived by comparing gene expression of cell lines sorted into epithelial or mesenchymal like groups based on CDH1 and VIM expression (see Additional Figure **1). The top 200 up and down probes found most significant by ANOVA (P < 0.001) were selected to represent the EMT signature. The EMT signature contains known EMT drivers such as ZEB1 and ZEB2, TCF4, AXL. It also contains markers such as CDH1, CDH3 for epithelial phenotype and VIM, CDH2 and CDH4 for the mesenchymal phenotype. Click here for file

Additional file 3 **miRNA correlation to EMT and RAS signature scores on mean-centered data**. Pearson correlation coefficient and the associated p-value are provided. Click here for file

Additional file 4 **Centered abundances for 49 tumors × 416 MiR detectors**. Click here for file

Additional file 5 **Out of ~300 signatures tested, EMT was the most significantly associated with PC1 in colon (P < 10^-135^)**. More importantly, the up and down arms of the EMT signature were directionally correlated with PC1 (P < 10^-16^, Fisher Exact Test). See Additional File 2 for list of genes. Click here for file

Additional file 6 **Derivation of the EMT signature used to clarify the biology characterizing PC1**. The EMT signature was derived from a global gene expression analysis of 93 lung cancer cell lines first segregated by differential CDH1 and VIM expression. Right panel shows the relationship between EMT signature score and CDH1 probe intensities, the left panel shows the EMT signature score vs. VIM probe intensity. EMT signature is observed to be positively correlated to VIM and anticorrelated to CDH1. Click here for file

Additional file 7 **Waterfall plot of recurrence prediction of PC1 for the MCC colon dataset shows more recurrences with high signature scores than with low signature scores; similarly there fewer recurrences with low signature scores than with high signature scores**. Click here for file

Additional file 8 **Hierarchical cluster analysis showing expression of key genes (red and blue) and gene signatures (black) in the EMT signature for colorectal tumors**. Genes positively correlated with the EMT signature are shown in red and genes negatively correlated with the EMT signature are shown in blue. Click here for file

Additional file 9 **Hierarchical cluster analysis showing expression of key genes (red and blue) and gene signatures (black) in the EMT signature for lung tumors**. Genes positively correlated with the EMT signature are shown in red and genes negatively correlated with the EMT signature are shown in blue. Click here for file

Additional file 10 **Hierarchical cluster analysis showing expression of key genes (red and blue) and gene signatures (black) in the EMT signature for pancreatic tumors**. Genes positively correlated with the EMT signature are shown in red and genes negatively correlated with the EMT signature are shown in blue. Click here for file

Additional file 11 **Waterfall and boxplot analysis's shows a differential EMT score for colon < lung < pancreas following normalization across all samples**. Click here for file

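The genes with the lowest correlation with PC1 in the colon cell lines included LGALS4, CEACAM5 and CLDN3, which are genes of intestinal or other epithelia, and those with the highest included VIM, ITGA5 and CFL2. LGALS4, a galectin of the intestinal epithelium, had an intensity of 9189 in LS513, the line with the lowest PC1, and was below the floor at 7.86 in MDST8, the line with the highest. CEACAM5, the carcinoembryonic antigen, was at 4456 in LS513 and 3.87 in MDST8, and GPX2, a glutathione peroxidase of the gut, was at 11069 and 20.5. In the opposite direction, VIM, an intermediate filament protein of mesenchymal cells, was at 19.6 in LS513 and 10618 in MDST8. ITGA5, a subunit of the fibronectin receptor, was at 52.7 and 2506, and the actin regulator CFL2 was at 96.7 and 3473. The other genes among the 10 with the lowest correlation with PC1 were TMPRSS2, PRR15L, CLDN3, ACSL5, POF1B, BCL2L14 and EPS8L3. At the high end they were MSRB3, ANK2, CSRP2, KATNAL1, HEG1, CMTM3 and SHOX2. This order was taken from r over all 48 donor units, without a test. Within the lower 27 and the upper 21 donor units on PC1, which a gap separates, r was for example 0.329 and 0.705 for VIM and 0.526 and 0.504 for CFL2. Of the 20 genes at the ends, 8 had an adjusted permutation p under 0.05 below the gap, 18 above it and 6 on both sides. These values describe genes chosen on the same units and are not a test. These levels are from single arrays and carry no replicate error, and those under the floor were not told apart from background. Across the lines PC1 held 17.4% ± 2.60 of the variance of the probes (SD of 100 bootstrap resamples of the donor units), while the next components held 7.73%, 6.58% and 5.50%. Of the probes analysed, 4197 are listed with 1 gene, and they cover 2858 genes. PC1 has no sign of its own and was turned so that VIM increases along it.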

Additional file 12 **Top 5000 most variable genes (columns) on Colon cell lines (rows) sorted by PC1**. PC1 is observed to be positively correlated to EMT signature score and anti-correlated to RAS signature score. 

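Colon cell lines with a higher PC1 had a higher EMT score and, in the upper part of its range, lower levels of epithelial genes, while the score of RAS pathway genes had no relation to PC1 that passed the test in either part of its range. PC1 of the donor units, that is, the mean over the lines of one donor, left a gap between -6.88 and 0.629, so correlations were computed separately in the 27 donor units below it and the 21 above it. Below the gap the EMT score ranged from -2.10 to -1.66 on the log10 scale, and above it from -1.77 to 1.12. The mesenchymal score that enters it was 1.01 to 1.41 below the gap, under the floor of 1.72 on that scale. Its mean level there was therefore not told apart from background. Of 22 epithelial genes, such as the junction genes CDH1 and CLDN7, 20 fell with PC1 above the gap (21 when adjusted over the list alone) and 3 fell below the gap (3 when adjusted over the list alone). Of 20 mesenchymal genes, 6 rose with PC1 above the gap, among them ZEB2, VIM and ZEB1 (6 when adjusted over the list alone), and none passed the test below it.
The EMT score was correlated with PC1 at r = 0.631 below the gap (permutation p = 0.00042, BH-adjusted p = 0.0042) and rho = 0.560 (permutation p = 0.00291). Without LS513 and SW403, the units farthest from the median of PC1, r was 0.449 (permutation p = 0.0243, not adjusted). Above the gap r was 0.895 (permutation p = 1e-05, the smallest that 100000 permutations can give, BH-adjusted p = 0.000133) and rho was 0.805 (permutation p = 2e-05). Without MDST8 and COLO741 it was 0.810. The epithelial score alone gave r = -0.581 (permutation p = 0.00151, BH-adjusted p = 0.0101, rho = -0.535, permutation p = 0.00446) below and r = -0.895 (permutation p = 1e-05, BH-adjusted p = 0.000133, rho = -0.753, permutation p = 0.00017) above the gap, and without the farthest units -0.476 and -0.806. Below the gap the call was lost without the farthest units (BH-adjusted p = 0.150 over the lists other than EMT and the RAS pathway), with 1 line per donor unit (r = -0.499, BH-adjusted p = 0.0961), with 1 probe per gene (BH-adjusted p = 0.0810) and with standardised probes in the score (BH-adjusted p = 0.109). The mesenchymal score gave r = 0.461 (permutation p = 0.0153, rho = 0.356, permutation p = 0.0685) and r = 0.518 (permutation p = 0.0162, rho = 0.304, permutation p = 0.179), each with a BH-adjusted p of 0.0759, and without the farthest units 0.241 and 0.0436, so this relation rests on those units.
For the RAS pathway, 10 transcripts induced by RAS and MAPK signalling, such as DUSP6, SPRY4 and ETV5, stood in for the RAS signature. None of the 10 passed the test on either side. Their score gave r = 0.171 below the gap (permutation p = 0.390, BH-adjusted p = 0.613, rho = 0.173, permutation p = 0.384), and 0.257 without LS513 and SW403. Above the gap it gave r = -0.162 (permutation p = 0.478, BH-adjusted p = 0.630, rho = 0.0597, permutation p = 0.80). Without MDST8 and COLO741 this became -0.509 (permutation p = 0.0320), and without COLO741, both COLO320 lines and NCI-H716 it became 0.0705. All tests were two-sided, and the adjustment covered 40 relations, that is, each list and the EMT score on each side. The gap of 7.51 was close to the limit of 7.38 that was set for it from normal samples, and the rule found such a gap in 11% of simulated samples without clusters. The line COLO206F itself lies at 0.219 although its donor unit lies below the gap, and with COLO206F as a unit of its own and KM20 in the HT29 unit the gap was 7.10, under its limit of 7.37. In this setting r over all 48 donor units was 0.90 for the EMT score (permutation p = 1e-05, rho = 0.890, permutation p = 1e-05, and r = 0.909 without the farthest units). For the RAS pathway score r was 0.297 (permutation p = 0.0403, rho = 0.413, permutation p = 0.00342). Without MDST8 and COLO741, the farthest units, the RAS pathway r was 0.191 (permutation p = 0.205) and rho was 0.345 (permutation p = 0.0191). This r kept its sign but was smaller, with a permutation p no longer under 0.05. These values were chosen after seeing the data and are not adjusted. The paper orders the cell lines by PC1 and states the direction in which PC1 is correlated with each of the 2 signature scores. For tumors it proposes that PC1 is driven by an EMT program, and it cites work in which RAS-dependent cells keep CDH1 and express little VIM.

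**Figure D3:**
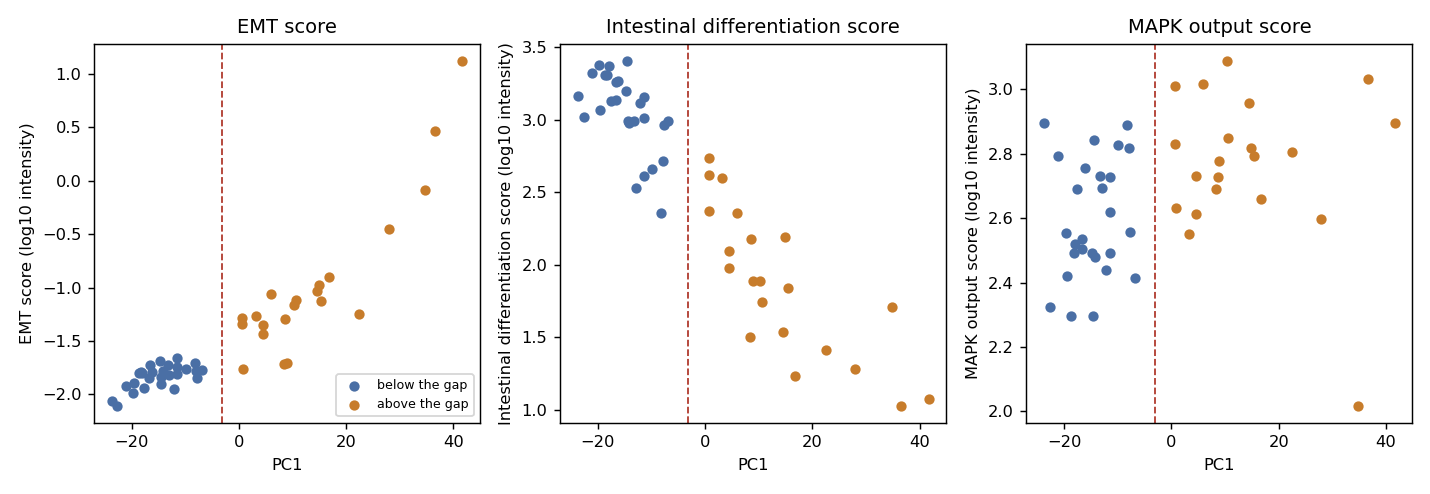
EMT score, intestinal differentiation score and MAPK output score (mean log10 intensity; the EMT score is a difference of 2 such means) against PC1, with 1 point for each of the 48 donor units. The dashed line marks the gap in PC1, with 27 units below it in blue and 21 above it in orange. EMT scores lie between -2.10 and -1.66 below the gap and reach 1.12 above it.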

Genes are clustered using Pearson correlation distance metric and Ward linkage. Heatmap shows mean-centered probe intensities. Click here for file

Additional file 13 **PC1 predicts recurrence in stages 2 and 3 of colon cancer**. Data is shown for MCC dataset. Click here for file

Additional file 14 **Covariance matrices showing the relationship of PC1 to the same endpoints as shown in Figure **4a**using (a) independent colon dataset **[21]**(b) EXPO dataset, (c) NKI dataset**. Click here for file

Additional file 15 **EMT signature proposed in this paper is predictive of recurrence in stage 2 and stage 3 MCC tumors**. Click here for file

Additional file 16 **EMT signature proposed in this paper is predictive of recurrence when applied to all tumor samples in MCC data set**. Click here for file

# Supplementary material for: EMT is the dominant program in human colon cancer
**Source:** BMC Med Genomics. 2011 Jan 20;4:9. doi: 10.1186/1755-8794-4-9
**Supplement:** Additional file 1 — Ingenuity/GO Analysis produced multiple functional categories for PC1 without bringing clarity to the underlying biology. The table lists top functional gene groups in terms of significance for enrichment of genes from PC1 signature. Both, significance of enrichment p-value,(based on hyper geometric distribution) and Bonferroni-type correction e-value (to account for multiple testing). Gene sets from Ingenuity, KEGG, and GeneGO were included in the analysis.

## Additional File 1.

# Supplementary material for: EMT is the dominant program in human colon cancer
**Source:** BMC Med Genomics. 2011 Jan 20;4:9. doi: 10.1186/1755-8794-4-9
**Supplement:** Additional file 4 — Centered abundances for 49 tumors × 416 MiR detectors.

Additional File 4.

|          |             |           |          | 201131_s_at | 201131_s_at | 212764_at | 212764_at | 203603_s_at | 203603_s_at |
|----------|-------------|-----------|----------|-------------|-------------|-----------|-----------|-------------|-------------|
|          |             |           |          | CDH1        | CDH1        | ZEB1      | ZEB1      | ZEB2        | ZEB2        |
|          |             |           |          | Pearson     | Pearson     | Pearson   | Pearson   | Pearson     | Pearson     |
| eg.probe | eg.affy     | eg_symbol | arm      | corr        | p-value     | corr      | p-value   | corr        | p-value     |
| 21375    | 201131_s_at | CDH1      | EMT DOWN | 100%        | 0.E+00      | -34%      | 2.E-10    | -25%        | 4.E-06      |
| 42583    | 224650_at   | MAL2      | EMT DOWN | 79%         | 0.E+00      | -36%      | 2.E-11    | -22%        | 8.E-05      |
| 19647    | 202890_at   | MAP7      | EMT DOWN | 76%         | 0.E+00      | -40%      | 3.E-14    | -39%        | 5.E-13      |
| 4491     | 218186_at   | RAB25     | EMT DOWN | 76%         | 0.E+00      | -44%      | 6.E-17    | -33%        | 6.E-10      |
| 21135    | 201428_at   | CLDN4     | EMT DOWN | 75%         | 0.E+00      | -27%      | 5.E-07    | -19%        | 4.E-04      |
| 11812    | 210827_s_at | ELF3      | EMT DOWN | 73%         | 0.E+00      | -37%      | 3.E-12    | -32%        | 4.E-09      |
| 11881    | 210715_s_at | SPINT2    | EMT DOWN | 73%         | 0.E+00      | -34%      | 3.E-10    | -23%        | 3.E-05      |
| 22890    | 235141_at   | MARVELD2  | EMT DOWN | 73%         | 0.E+00      | -47%      | 1.E-19    | -44%        | 2.E-16      |
| 5807     | 216905_s_at | ST14      | EMT DOWN | 73%         | 0.E+00      | -42%      | 2.E-15    | -31%        | 7.E-09      |
| 12848    | 209771_x_at | CD24      | EMT DOWN | 72%         | 0.E+00      | -22%      | 6.E-05    | -25%        | 7.E-06      |
| 4473     | 218261_at   | AP1M2     | EMT DOWN | 71%         | 0.E+00      | -47%      | 1.E-19    | -43%        | 6.E-16      |
| 12499    | 210058_at   | MAPK13    | EMT DOWN | 71%         | 0.E+00      | -34%      | 3.E-10    | -27%        | 1.E-06      |
| 13905    | 208651_x_at | CD24      | EMT DOWN | 71%         | 0.E+00      | -24%      | 1.E-05    | -23%        | 2.E-05      |
| 13904    | 208650_s_at | CD24      | EMT DOWN | 71%         | 0.E+00      | -26%      | 2.E-06    | -23%        | 3.E-05      |
| 6294     | 216379_x_at | CD24      | EMT DOWN | 71%         | 0.E+00      | -22%      | 6.E-05    | -24%        | 8.E-06      |
| 21036    | 201510_at   | ELF3      | EMT DOWN | 71%         | 0.E+00      | -35%      | 5.E-11    | -31%        | 6.E-09      |
| 12500    | 210059_s_at | MAPK13    | EMT DOWN | 71%         | 0.E+00      | -36%      | 2.E-11    | -22%        | 9.E-05      |
| 21916    | 200606_at   | DSP       | EMT DOWN | 70%         | 0.E+00      | -30%      | 5.E-08    | -20%        | 3.E-04      |
| 50       | 266_s_at    | CD24      | EMT DOWN | 70%         | 0.E+00      | -22%      | 5.E-05    | -24%        | 1.E-05      |
| 40926    | 226213_at   | ERBB3     | EMT DOWN | 68%         | 0.E+00      | -41%      | 2.E-14    | -26%        | 3.E-06      |
| 20097    | 202454_s_at | ERBB3     | EMT DOWN | 68%         | 1.E-45      | -42%      | 3.E-15    | -23%        | 2.E-05      |
| 19151    | 203397_s_at | GALNT3    | EMT DOWN | 68%         | 3.E-45      | -34%      | 4.E-10    | -22%        | 5.E-05      |
| 22007    | 65517_at    | AP1M2     | EMT DOWN | 68%         | 6.E-45      | -46%      | 1.E-18    | -45%        | 9.E-18      |
| 19722    | 202790_at   | CLDN7     | EMT DOWN | 68%         | 1.E-44      | -37%      | 3.E-12    | -27%        | 1.E-06      |
| 12849    | 209772_s_at | CD24      | EMT DOWN | 67%         | 6.E-44      | -28%      | 3.E-07    | -23%        | 2.E-05      |
| 20535    | 202005_at   | ST14      | EMT DOWN | 67%         | 7.E-44      | -41%      | 1.E-14    | -33%        | 1.E-09      |
| 20906    | 201650_at   | KRT19     | EMT DOWN | 67%         | 2.E-43      | -30%      | 4.E-08    | -13%        | 2.E-02      |
| 3765     | 218960_at   | TMPRSS4   | EMT DOWN | 67%         | 3.E-43      | -41%      | 3.E-14    | -31%        | 1.E-08      |
| 19677    | 202831_at   | GPX2      | EMT DOWN | 66%         | 1.E-42      | -38%      | 2.E-12    | -27%        | 5.E-07      |
| 7939     | 214774_x_at | TOX3      | EMT DOWN | 66%         | 3.E-42      | -27%      | 6.E-07    | -18%        | 1.E-03      |
| 21374    | 201130_s_at | CDH1      | EMT DOWN | 66%         | 1.E-41      | -30%      | 3.E-08    | -26%        | 3.E-06      |
| 6069     | 216623_x_at | TOX3      | EMT DOWN | 66%         | 2.E-41      | -27%      | 5.E-07    | -18%        | 1.E-03      |
| 7621     | 215108_x_at | TOX3      | EMT DOWN | 65%         | 4.E-41      | -29%      | 1.E-07    | -19%        | 6.E-04      |
| 19994    | 202525_at   | PRSS8     | EMT DOWN | 65%         | 8.E-41      | -27%      | 1.E-06    | -21%        | 2.E-04      |
| 28243    | 229842_at   | ELF3      | EMT DOWN | 65%         | 1.E-40      | -37%      | 6.E-12    | -33%        | 9.E-10      |
| 12678    | 209873_s_at | PKP3      | EMT DOWN | 65%         | 1.E-40      | -41%      | 2.E-14    | -32%        | 2.E-09      |
| 19672    | 202826_at   | SPINT1    | EMT DOWN | 65%         | 5.E-40      | -44%      | 4.E-17    | -36%        | 1.E-11      |
| 37288    | 239148_at   | MARVELD3  | EMT DOWN | 65%         | 7.E-40      | -44%      | 5.E-17    | -39%        | 2.E-13      |
| 20684    | 201884_at   | CEACAM5   | EMT DOWN | 64%         | 1.E-39      | -24%      | 9.E-06    | -13%        | 2.E-02      |
| 43991    | 223233_s_at | CGN       | EMT DOWN | 64%         | 3.E-39      | -21%      | 1.E-04    | -22%        | 9.E-05      |
| 2784     | 219946_x_at | MYH14     | EMT DOWN | 64%         | 7.E-39      | -40%      | 1.E-13    | -33%        | 8.E-10      |
| 20045    | 202489_s_at | FXRD3     | EMT DOWN | 64%         | 3.E-38      | -28%      | 4.E-07    | -20%        | 3.E-04      |
| 7249     | 215471_s_at | MAP7      | EMT DOWN | 64%         | 3.E-38      | -45%      | 1.E-17    | -37%        | 6.E-12      |
| 10996    | 211657_at   | CEACAM6   | EMT DOWN | 63%         | 7.E-38      | -21%      | 2.E-04    | -6%         | 3.E-01      |

**EMT sig  
149 UP;  
160 Down**

| EMT UP  |  | EMT DOWN |
|---------|--|----------|
| ADAM23  |  | ACPP     |
| ADAMTS1 |  | AGR3     |
| AFF3    |  | ALDH3B2  |
| AK5     |  | ANK3     |
| AKAP12  |  | ANKRD22  |
| ALPK2   |  | ANXA9    |
| ANGPTL2 |  | AP1M2    |
| ANKRD1  |  | AQP3     |
| ANTXR1  |  | ARHGAP8  |
| ANXA6   |  | ARHGDIB  |
| AOX1    |  | ATAD4    |
| AP1S2   |  | ATP2C2   |

# Supplementary material for: EMT is the dominant program in human colon cancer
**Source:** BMC Med Genomics. 2011 Jan 20;4:9. doi: 10.1186/1755-8794-4-9
**Supplement:** Additional file 5 — Out of ~300 signatures tested, EMT was the most significantly associated with PC1 in colon (P < 10-135). More importantly, the up and down arms of the EMT signature were directionally correlated with PC1 (P < 10-16, Fisher Exact Test). See Additional File 2 for list of genes.

## Additional File 5.

| 49 tumors 416 miRNA, mean-centered data |                                        | EMT         | EMT           | CDH1       | CDH1          | ZEB1        | ZEB1          | ZEB2        | ZEB2          |
|-----------------------------------------|----------------------------------------|-------------|---------------|------------|---------------|-------------|---------------|-------------|---------------|
| Pearson correlation                     |                                        | corr        | p-value       | corr       | p-value       | corr        | p-value       | corr        | p-value       |
| 142                                     | hsa-miR-212-4373087 (FAM,NFQ)          | 46%         | 8.E-04        | -36%       | 1.E-02        | 33%         | 2.E-02        | 40%         | 4.E-03        |
| <b>128</b>                              | <b>hsa-miR-200a-4378069 (FAM,NFQ)</b>  | <b>-40%</b> | <b>4.E-03</b> | <b>10%</b> | <b>5.E-01</b> | <b>-31%</b> | <b>3.E-02</b> | <b>-36%</b> | <b>1.E-02</b> |
| 45                                      | hsa-miR-132-4373143 (FAM,NFQ)          | 40%         | 4.E-03        | -32%       | 2.E-02        | 28%         | 5.E-02        | 36%         | 1.E-02        |
| 294                                     | hsa-miR-517a-4395513 (FAM,NFQ)         | -40%        | 5.E-03        | -25%       | 9.E-02        | -45%        | 1.E-03        | -41%        | 3.E-03        |
| 144                                     | hsa-miR-214-4395417 (FAM,NFQ)          | 39%         | 5.E-03        | -10%       | 5.E-01        | 37%         | 8.E-03        | 23%         | 1.E-01        |
| 208                                     | hsa-miR-33a*-4395247 (FAM,NFQ)         | -39%        | 6.E-03        | 0%         | 1.E+00        | -31%        | 3.E-02        | -31%        | 3.E-02        |
| 331                                     | hsa-miR-576-3p-4395462 (FAM,NFQ)       | -39%        | 6.E-03        | -19%       | 2.E-01        | -48%        | 4.E-04        | -38%        | 6.E-03        |
| 414                                     | hsa-miR-99a-4373008 (FAM,NFQ)          | 38%         | 7.E-03        | -13%       | 4.E-01        | 35%         | 1.E-02        | 24%         | 1.E-01        |
| <b>129</b>                              | <b>hsa-miR-200b*-4395385 (FAM,NFQ)</b> | <b>-38%</b> | <b>8.E-03</b> | <b>3%</b>  | <b>8.E-01</b> | <b>-23%</b> | <b>1.E-01</b> | <b>-29%</b> | <b>4.E-02</b> |
| 20                                      | hsa-miR-100-4373160 (FAM,NFQ)          | 37%         | 9.E-03        | -10%       | 5.E-01        | 35%         | 1.E-02        | 22%         | 1.E-01        |
| 373                                     | hsa-miR-671-3p-4395433 (FAM,NFQ)       | 37%         | 9.E-03        | -10%       | 5.E-01        | 27%         | 6.E-02        | 11%         | 5.E-01        |
| 390                                     | hsa-miR-885-5p-4395407 (FAM,NFQ)       | -35%        | 1.E-02        | -10%       | 5.E-01        | -23%        | 1.E-01        | -32%        | 3.E-02        |
| 114                                     | hsa-miR-193b-4395478 (FAM,NFQ)         | 35%         | 2.E-02        | 13%        | 4.E-01        | 47%         | 7.E-04        | 28%         | 5.E-02        |
| 161                                     | hsa-miR-24-4373072 (FAM,NFQ)           | 34%         | 2.E-02        | -1%        | 9.E-01        | 46%         | 9.E-04        | 35%         | 1.E-02        |
| 34                                      | hsa-miR-125b-1*-4395489 (FAM,NFQ)      | 34%         | 2.E-02        | 0%         | 1.E+00        | 38%         | 7.E-03        | 31%         | 3.E-02        |
| 309                                     | hsa-miR-539-4378103 (FAM,NFQ)          | 34%         | 2.E-02        | 2%         | 9.E-01        | 33%         | 2.E-02        | 7%          | 7.E-01        |
| 285                                     | hsa-miR-506-4373231 (FAM,NFQ)          | 34%         | 2.E-02        | -13%       | 4.E-01        | 28%         | 5.E-02        | 19%         | 2.E-01        |
| 212                                     | hsa-miR-342-3p-4395371 (FAM,NFQ)       | 34%         | 2.E-02        | -28%       | 5.E-02        | 21%         | 1.E-01        | 24%         | 1.E-01        |
| 127                                     | hsa-miR-200a*-4373273 (FAM,NFQ)        | -34%        | 2.E-02        | 7%         | 6.E-01        | -20%        | 2.E-01        | -22%        | 1.E-01        |
| 250                                     | hsa-miR-429-4373203 (FAM,NFQ)          | -33%        | 2.E-02        | 19%        | 2.E-01        | -23%        | 1.E-01        | -19%        | 2.E-01        |
| 408                                     | hsa-miR-942-4395298 (FAM,NFQ)          | -33%        | 2.E-02        | -9%        | 5.E-01        | -35%        | 1.E-02        | -25%        | 8.E-02        |
| 252                                     | hsa-miR-433-4373205 (FAM,NFQ)          | 33%         | 2.E-02        | 16%        | 3.E-01        | 40%         | 5.E-03        | 14%         | 3.E-01        |
| 267                                     | hsa-miR-489-4395469 (FAM,NFQ)          | 33%         | 2.E-02        | -19%       | 2.E-01        | 19%         | 2.E-01        | 10%         | 5.E-01        |
| 377                                     | hsa-miR-744*-4395436 (FAM,NFQ)         | -33%        | 2.E-02        | -2%        | 9.E-01        | -28%        | 5.E-02        | -29%        | 4.E-02        |
| 57                                      | hsa-miR-139-5p-4395400 (FAM,NFQ)       | 33%         | 2.E-02        | 17%        | 3.E-01        | 41%         | 3.E-03        | 31%         | 3.E-02        |
| 72                                      | hsa-miR-147b-4395373 (FAM,NFQ)         | -33%        | 2.E-02        | 14%        | 3.E-01        | -22%        | 1.E-01        | -17%        | 2.E-01        |
| 85                                      | hsa-miR-16-1*-4395531 (FAM,NFQ)        | -33%        | 2.E-02        | 2%         | 9.E-01        | -20%        | 2.E-01        | -11%        | 5.E-01        |
| 35                                      | hsa-miR-125b-4373148 (FAM,NFQ)         | 32%         | 2.E-02        | -1%        | 9.E-01        | 35%         | 1.E-02        | 18%         | 2.E-01        |
| 60                                      | hsa-miR-141*-4395256 (FAM,NFQ)         | -32%        | 2.E-02        | -10%       | 5.E-01        | -32%        | 2.E-02        | -15%        | 3.E-01        |

# Supplementary material for: EMT is the dominant program in human colon cancer
**Source:** BMC Med Genomics. 2011 Jan 20;4:9. doi: 10.1186/1755-8794-4-9
**Supplement:** Additional file 6 — Derivation of the EMT signature used to clarify the biology characterizing PC1. The EMT signature was derived from a global gene expression analysis of 93 lung cancer cell lines first segregated by differential CDH1 and VIM expression. Right panel shows the relationship between EMT signature score and CDH1 probe intensities, the left panel shows the EMT signature score vs. VIM probe intensity. EMT signature is observed to be positively correlated to VIM and anticorrelated to CDH1.

## Mean-centered abundances, 49 tumors x MiR 416 detectors

| order | detector / tumor                  | T1102A | T1213A | T1249A | T1311B | T1369A | T165A  | T1700A | T1792A1 | T1889A1 | T1954A | T2130A | T220A  | T2465G |
|-------|-----------------------------------|--------|--------|--------|--------|--------|--------|--------|---------|---------|--------|--------|--------|--------|
| 1     | RNU24-4373379 (FAM,NFQ)           | -0.086 | 0.070  | 0.466  | 0.171  | 0.370  | -0.259 | 0.069  | -0.392  | -0.503  | -0.390 | 0.004  | -0.448 | -0.390 |
| 2     | RNU43-4373375 (FAM,NFQ)           | 0.110  | 0.385  | 0.645  | -0.222 | 0.219  | -0.240 | -0.867 | -0.436  | -0.966  | -0.880 | -0.021 | -0.378 | -0.509 |
| 3     | RNU44-4373384 (FAM,NFQ)           | -0.036 | 0.251  | 0.474  | -0.032 | 0.156  | -0.078 | -0.079 | -0.523  | -0.590  | -0.479 | -0.079 | -0.274 | -0.367 |
| 4     | RNU48-4373383 (FAM,NFQ)           | -0.453 | 0.192  | 0.237  | 0.516  | -0.181 | -0.797 | -0.343 | -0.230  | -0.394  | -0.288 | 0.058  | -0.065 | 0.239  |
| 5     | RNU6B-4373381 (FAM,NFQ)           | -0.014 | 0.601  | 1.816  | 0.026  | 0.248  | -2.828 | -2.955 | -0.221  | -3.117  | -0.544 | 1.075  | -2.936 | -0.304 |
| 6     | has-miR-155-4395459 (FAM,NFQ)     | 0.243  | -0.310 | 0.448  | 0.125  | -0.076 | 0.303  | 0.089  | -0.133  | -0.182  | -0.112 | -0.378 | 0.433  | 0.163  |
| 7     | hsa-let-7a-4373169 (FAM,NFQ)      | 0.006  | 0.076  | -0.161 | 0.192  | 0.096  | -0.103 | 0.181  | 0.230   | 0.164   | 0.279  | -0.030 | 0.227  | 0.115  |
| 8     | hsa-let-7b-4395446 (FAM,NFQ)      | 0.043  | -0.058 | -0.064 | 0.302  | 0.057  | 0.090  | 0.063  | 0.319   | 0.125   | 0.161  | 0.059  | 0.238  | 0.082  |
| 9     | hsa-let-7c-4373167 (FAM,NFQ)      | -0.180 | 0.010  | -0.191 | 0.479  | 0.197  | -0.314 | 0.059  | 0.509   | 0.173   | 0.276  | -0.014 | 0.567  | 0.139  |
| 10    | hsa-let-7d-4395394 (FAM,NFQ)      | -0.016 | 0.016  | 0.049  | 0.353  | 0.107  | 0.006  | 0.153  | 0.250   | 0.272   | 0.158  | -0.031 | 0.141  | 0.047  |
| 11    | hsa-let-7e-4395517 (FAM,NFQ)      | 0.146  | 0.220  | 0.126  | 0.285  | 0.035  | 0.077  | 0.310  | -5.955  | 0.356   | 0.246  | 0.110  | 0.242  | 0.235  |
| 12    | hsa-let-7f-1*-4395528 (FAM,NFQ)   | -0.678 | -0.948 | 0.406  | -0.744 | 1.505  | -0.406 | -0.533 | 0.520   | -0.695  | -0.671 | -0.890 | -0.514 | -0.733 |
| 13    | hsa-let-7f-2*-4395529 (FAM,NFQ)   | 0.127  | 0.603  | 0.109  | -0.908 | -0.297 | 0.122  | -1.478 | -0.723  | 0.026   | -0.020 | 0.619  | -1.459 | -1.678 |
| 14    | hsa-let-7f-4373164 (FAM,NFQ)      | 0.084  | 0.160  | 0.058  | 0.146  | 0.079  | -0.086 | 0.286  | 0.277   | 0.385   | 0.258  | 0.069  | -0.068 | 0.107  |
| 15    | hsa-let-7g*-4395229 (FAM,NFQ)     | 0.197  | 0.088  | 0.889  | -0.292 | 0.180  | -0.081 | 0.284  | -0.444  | -0.821  | -0.183 | 0.082  | 0.097  | -0.560 |
| 16    | hsa-let-7g-4395393 (FAM,NFQ)      | 0.059  | 0.073  | 0.028  | -0.026 | -0.166 | -0.007 | 0.150  | 0.126   | 0.220   | 0.216  | -0.088 | -0.116 | 0.066  |
| 17    | hsa-let-7i*-4395283 (FAM,NFQ)     | -0.009 | -0.092 | 0.404  | -0.366 | -0.203 | 0.348  | -0.467 | -0.056  | 0.009   | -0.046 | 0.017  | -0.401 | -0.547 |
| 18    | hsa-miR-1-4395333 (FAM,NFQ)       | 0.276  | 0.477  | 0.001  | -0.742 | -0.148 | -2.867 | 0.440  | 0.921   | 0.432   | 0.840  | 0.536  | 0.590  | 0.552  |
| 19    | hsa-miR-100*-4395253 (FAM,NFQ)    | 0.274  | -0.150 | -0.613 | -0.229 | 0.476  | 0.205  | 0.236  | -0.236  | 0.354   | -0.123 | 0.101  | -0.077 | 0.052  |
| 20    | hsa-miR-100-4373160 (FAM,NFQ)     | -0.191 | -0.174 | -0.098 | 0.115  | 0.157  | -0.153 | 0.024  | 0.305   | 0.038   | 0.104  | -0.145 | 0.291  | 0.154  |
| 21    | hsa-miR-101-4395364 (FAM,NFQ)     | 0.165  | 0.162  | -0.028 | -0.021 | -0.162 | 0.261  | 0.146  | 0.220   | 0.460   | 0.260  | -0.185 | -0.226 | 0.031  |
| 22    | hsa-miR-103-4373158 (FAM,NFQ)     | -0.012 | 0.028  | 0.107  | 0.066  | 0.016  | 0.078  | 0.188  | 0.113   | 0.050   | 0.185  | -0.126 | 0.110  | 0.271  |
| 23    | hsa-miR-106a-4395280 (FAM,NFQ)    | -0.074 | 0.150  | -0.051 | 0.348  | -0.254 | 0.110  | 0.383  | -0.203  | 0.257   | 0.312  | -0.064 | 0.005  | 0.108  |
| 24    | hsa-miR-106b*-4395491 (FAM,NFQ)   | -0.150 | 0.261  | 0.521  | -0.428 | 0.342  | 0.167  | -1.149 | -1.271  | -0.077  | -1.189 | 0.249  | -1.950 | -1.551 |
| 25    | hsa-miR-106b-4373155 (FAM,NFQ)    | 0.027  | 0.007  | 0.025  | 0.093  | -0.116 | 0.202  | -0.164 | 0.040   | 0.242   | 0.250  | -0.283 | -0.118 | 0.111  |
| 26    | hsa-miR-107-4373154 (FAM,NFQ)     | -0.197 | 0.337  | -0.254 | 0.045  | -0.679 | -0.265 | 0.039  | -0.103  | 0.675   | 0.025  | 0.173  | 0.405  | 0.326  |
| 27    | hsa-miR-10a*-4395399 (FAM,NFQ)    | 0.525  | 0.568  | 0.262  | 0.196  | 0.012  | 0.284  | 0.669  | 0.102   | -0.451  | 0.549  | -0.048 | -0.007 | 0.081  |
| 28    | hsa-miR-10a-4373153 (FAM,NFQ)     | 0.007  | 0.283  | 0.084  | 0.023  | -0.022 | 0.207  | 0.348  | 0.061   | -0.421  | 0.344  | -0.126 | 0.121  | 0.270  |
| 29    | hsa-miR-10b*-4395426 (FAM,NFQ)    | 0.111  | 0.123  | 0.133  | -0.218 | -0.416 | 0.151  | -0.094 | 0.231   | -0.037  | -0.239 | 0.091  | -0.083 | 0.577  |
| 30    | hsa-miR-10b-4395329 (FAM,NFQ)     | 0.028  | 0.040  | 0.078  | -0.268 | -0.173 | 0.317  | -0.294 | 0.414   | -0.366  | -0.219 | 0.006  | 0.159  | 0.782  |
| 31    | hsa-miR-124-4373295 (FAM,NFQ)     | 0.442  | 0.178  | 1.374  | 0.386  | -1.843 | -0.843 | -2.245 | 0.510   | -2.369  | 0.359  | 0.337  | -1.762 | -0.049 |
| 32    | hsa-miR-125a-3p-4395310 (FAM,NFQ) | 0.063  | -0.428 | 0.048  | -0.175 | 0.112  | -0.110 | -0.256 | -0.058  | 0.143   | 0.074  | 0.086  | 0.438  | 0.150  |

# Supplementary material for: EMT is the dominant program in human colon cancer
**Source:** BMC Med Genomics. 2011 Jan 20;4:9. doi: 10.1186/1755-8794-4-9

Colon500 PC1 For Recurrence Discrimination  
Stage 2 are labeled as - and Stage 3 as -----  
(Confusion Matrix: TP=37, FP=31, FN=19, TN=71)  
plotted value=input value - adjustment, adjustment=-0.86188

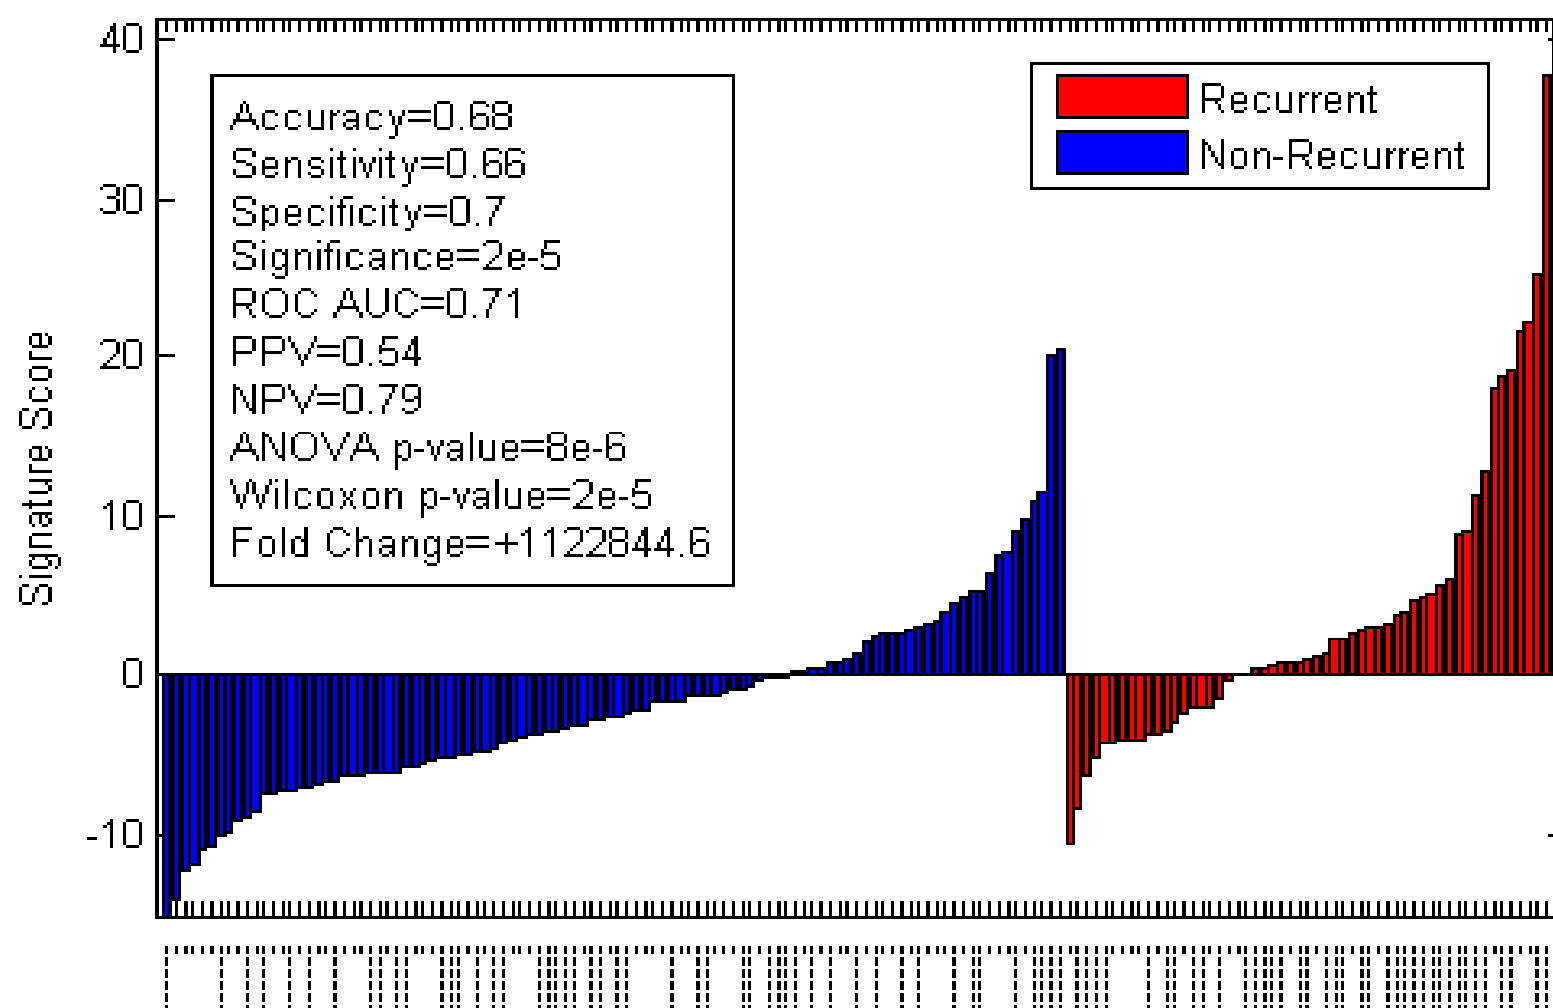

**Supplement:** Additional file 7 — Waterfall plot of recurrence prediction of PC1 for the MCC colon dataset shows more recurrences with high signature scores than with low signature scores; similarly there fewer recurrences with low signature scores than with high signature scores.

How the deposited data were processed for this re-analysis (not part of the article)

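Baseline expression of 67 colorectal cancer cell lines was measured on a custom Affymetrix array, with 1 array per line. The authors processed the arrays with RMA in Affymetrix Power Tools at default settings, with background correction and quantile normalization, and deposited the log10 of the probe intensities. The version of that tool is not given in the sources used here. Quantile normalization gives all arrays nearly the same distribution, so a shift of most genes in one line cannot be seen, and low intensities are compressed toward the background.

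From these values PC1 was computed as the first principal component of the mean-centred 5000 probes of highest variance. Genes were named through the platform annotation, only for probes with 1 gene, and each of 19798 genes was represented by its probe of highest mean. Of 220 list entries fixed before the data were examined, 201 were measured. The rule for genes named in the text, set before the data were examined, took the 10 at each end of PC1, the 10 with the largest slopes in each direction, the 2 to 4 members of a list with the largest correlation or slope, and the genes the paper names for EMT or RAS. Further members of some lists, such as SMAD7, SPRY4, PHLDA1 and MLANA, were named after their values were seen, and of some lists no member is named. Lines of one donor, as their names or background knowledge of these lines have it, were averaged into 48 donor units. PC1 values of the donor units fell into 2 parts by a rule set before the data were examined, namely a gap wider than the 95th percentile of the largest gap in 1000 normal samples, with at least 6 units on each side. Correlations with PC1 were therefore computed on each side, with two-sided permutation tests of 100000 resamples and Benjamini-Hochberg adjustment over 40 relations of lists and over 217 named genes on each side.

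Genes along the axis of VIM minus CDH1 were tested on the log2 scale with limma 3.58.1 in R 4.3.3, with the donor unit as a random block (correlation 0.516, estimated with statmod 1.5.0), and lists with camera. The RAS pathway list was set beside random lists in derivative lines without a test, because each line has 1 array. For this, 10000 lists of genes within 100 places in the order of mean level were drawn. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

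The steps were tested on simulated data. Of 200 genes given a slope of 0.3 along the axis, 84% were recovered among 19796 genes, with 9 false calls. A simulated factor was recovered as PC1 with r = 0.9999. Of 200 unrelated pairs, 6.5% had a permutation p under 0.05. The gap rule found 85% of 20 simulated samples with 2 clusters and a gap in 11% of 100 with 1 cluster. With so few samples the first share is rough.

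Alternatives covered the number, scaling and filtering of probes, log2 of the intensity plus 16, the treatment of lines of one donor, the probes and lists behind a score, the axis, the threshold and the lines left out. Tumors, lung cancer cell lines and microRNA are not analysed here.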

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

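The tests on COLO741 and COLO206F were chosen after the result was seen, except the comparison of the COLO206F array with the other arrays.

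COLO741 had a mean log10 intensity of 3.64 over 7 melanocyte genes that the paper does not discuss, and it was the highest of all lines in each of them. TYR was at 6782 against at most 83.1 in any other line, and SOX10 was at 2834 against at most 31.0. A first test of a mixture with colorectal cells left it open, since 7 of the 18 epithelial and intestinal genes found in most other lines, or 38.9%, were above the floor, which lies between the bounds set for the test. A second test was added because the first had not decided, with bounds set when the low EPCAM and SPINT2 levels were already known, and it argues against a mixture: the 14 abundant genes among them were at a median of 1.62% of their level in the other lines, with EPCAM at 14.7 against 6090, although 6 of the 14 were at 5% or more. A wrong label or an outside sample stays open, since 1 array stands for the line, and no biological explanation was tested.

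COLO206F is described as a line of the same donor as COLO201 and COLO205 but was unlike both, with r = -0.00638 to COLO205 over the mean-centred probes of highest variance, against 0.784 between COLO201 and COLO205. A mixture of cells of that donor with other cells is argued against by 25 of 2841 genes that were high in both of these lines and below the floor in COLO206F, against 4 and 3 genes between COLO201 and COLO205 themselves. A swap with another line of the series is argued against because the closest line of another donor, SW403, reached r = 0.263 with them, under the limit of 0.475. A poor array is argued against by its median correlation of 0.907 with the other arrays, above the 5th percentile of 0.862. A culture from outside the series and a true difference between the lines stay open, and no biological explanation was tested.

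Among the 4 lines of the HT29 donor, HT29 had a lower RAS pathway score than the rest, at 2.54 against 2.64 to 2.65 on the log10 scale, with a gap of 0.905 of the range. It was 1 of 12 such comparisons, and chance gives about 1 in 20.

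A probe with no gene listed had an intensity of 11657 in SNUC2B and at most 11.8 in any other line. It is 1 of 21 such probes at 1000 or more in a single line and below the floor in the rest.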

How the results depend on the processing

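Settings with KM20 and COLO206F moved between donors, without COLO741 and COLO206F, and with CDH1 above the floor were chosen after seeing the data. Of the values that answer a comparison, 102 were counted as unchanged across settings, 5 moved, 5 reversed and 1 passed the threshold. For a count, unchanged allows some change, as with up to 4175 genes along the axis against 3381 in the main setting. Of the other values 929 did not change, 47 reversed, 37 became significant and 19 lost significance. The sign of PC1 was set by VIM, a gene of the EMT score, so the direction of their relation is not a test. The relation passed the test before adjustment under all 15 settings, from 0.449 to 0.656 below the gap and from 0.776 to 0.916 above it, and CDH1 and VIM ranged from -0.722 to -0.554 across settings, and to -0.311 over the units with CDH1 above the floor when NCI-H716 and SW480 were also left out. The gap in PC1 was not above its limit with 1000 probes, all probes, standardised probes, the most variable genes or log2 of the intensity plus 16. The same held for PC1 without the EMT genes, and with COLO206F apart and KM20 in the HT29 unit together. In these settings r over all 48 donor units, computed after seeing the data, was 0.862 to 0.917 for the EMT score. PC1 without the EMT genes aside, it was 0.283 to 0.327 for the RAS pathway score (0.163 to 0.233, with rho from 0.345 to 0.372, without the 2 farthest units). PC1 held 21.3% of the variance with 1000 probes and 12.6% with all probes. The RAS pathway score above the gap was 0.0705 without COLO741, both COLO320 lines and NCI-H716 and -0.509 without MDST8 and COLO741, and below the gap the second list of RAS-induced genes gave -0.0605. With 1 line per donor 2 in place of 4 other-list relations passed, since below the gap the epithelial (r = -0.499, BH-adjusted p = 0.0961) and intestinal scores (r = -0.470, BH-adjusted p = 0.102) no longer did. The epithelial score below the gap also did not pass without the 2 farthest units (BH-adjusted p = 0.150), with 1 probe per gene (0.0810) and with standardised probes in a score (0.109). At an adjusted p under 0.01, 2122 genes passed along the axis. With the second list the derivative lines had -0.10 (HCT116 HKH2), -0.20 (DLDDKO1), -0.36 (DLDDKO3) and -0.36 (DLDDKO4). Where the construction does not show it, the cause was not tested.

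With the probe of highest variance per gene, r with PC1 reversed below the gap for ZEB2 0.105, CDH2 0.114, TWIST2 0.0583, FLT1 0.190, ESRP2 -0.107, MAP7 0.0211, DUSP6 -0.0186, PHLDA1 0.00476, NOP56 0.290, CCNB2 -0.0553, COL4A1 -0.484, SPDEF 0.134, SNAP25 -0.171, COL6A2 -0.0602 and DCN -0.383, and above it for NOP16 -0.237, CCNB2 0.715, MCM6 0.0918, SKIL -0.0696, COL1A2 0.125, COL6A3 0.171 and VWF 0.00142. Slopes reversed for TWIST2 -0.0032, ESRP2 -0.65, MCM6 -0.019, COL6A2 0.11, COL6A3 0.086, VWF 0.028 and TAPBP 0.0032. List correlations with PC1 reversed as follows: melanocyte, above the gap, without COLO741 and COLO206F: -0.139; leukocyte, above the gap, without COLO741 and COLO206F: 0.00151; leukocyte, above the gap, 67 lines as separate samples: 0.0937; RAS induced 2, below the gap, 1 line per donor unit: 0.0237; MYC targets, below the gap, without the 2 farthest units: -0.148; melanocyte, above the gap, without the 2 farthest units: -0.104; leukocyte, above the gap, without the 2 farthest units: 0.286; proliferation, above the gap, 1 probe per gene in a score: -0.000845; endothelial, above the gap, 1 probe per gene in a score: 0.0292; RAS induced 2, below the gap, probes standardised in a score: 0.00426. The direction of the camera test reversed for the following lists, given with their median slopes: melanocyte (without COLO741 and COLO206F) 0.0011, endothelial (without COLO741 and COLO206F) -0.0071, mismatch repair (without COLO741 and COLO206F) -0.0073, mismatch repair (probe of highest variance) 0.0087, RAS induced 2 (EMT score as the axis) 0.047, MAPK output (without COLO741, COLO320DM, COLO320HSR and NCIH716) 0.13, RAS induced 2 (without COLO741, COLO320DM, COLO320HSR and NCIH716) 0.21, mismatch repair (without COLO741, COLO320DM, COLO320HSR and NCIH716) 0.0015. The sign of a median slope can differ from the direction of that test. Probes of one gene can disagree, as those of ESRP2 and CCNB2 do. Genes whose levels lie near the floor are limited by the signal over background.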

Differences from the paper's values

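The paper states that PC1 is anti-correlated with the RAS signature score. The score of RAS pathway genes used here, which are not the genes of that signature, had r = 0.171 (permutation p = 0.390) below the gap in PC1 and -0.162 (permutation p = 0.478) above it. The setting under which it ran in the paper's direction with a permutation p under 0.05 was the one without MDST8 and COLO741 above the gap, with r = -0.509 (permutation p = 0.0320, not adjusted). The paper's statement is over all colon cell lines, and the paper classified cell lines with a PC1 signature derived from tumors. PC1 here was computed from the cell lines themselves and turned by VIM, so these values are not the same quantity. In 6 settings without a gap in PC1, where r over all 48 donor units was computed after seeing the data, it was 0.283 to 0.327 (permutation p from 0.0229 to 0.0501) with rho from 0.413 to 0.441 (permutation p from 0.00205 to 0.00342), opposite to the paper's direction and not adjusted. Without MDST8 and COLO741, the 2 farthest units, r was 0.163 to 0.233 (permutation p from 0.117 to 0.279) and rho was 0.345 to 0.372 (permutation p from 0.0113 to 0.0191). Here r kept its sign but was smaller, with no permutation p under 0.05, while rho stayed under it. A second list of RAS-induced genes had r = -0.0605 (permutation p = 0.765) below the gap and -0.161 (permutation p = 0.489) above it. Both run in the paper's direction, and neither passed the test. For the EMT score r was 0.631 below and 0.895 above the gap. Its sign is the one the paper states, but PC1 was turned by VIM, a gene of that score, so the sign is not a test.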

Other observations

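The tests on the relation of PC1 and intestinal differentiation, and on other assignments of the axis, were written before their results were seen.

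Wnt target and crypt base genes fell with a more mesenchymal profile in 6 of 11 cases (6 when adjusted over the list alone), among them RNF43 (-0.73), ASCL2 (-0.66) and LGR5 (-0.40), with a camera adjusted p of 0.000466 and an adjusted p = 0.194 with an estimated correlation. Of 9 neuroendocrine genes 4 rose (7 when adjusted over the list alone), among them ENO2 (0.29), GFI1 (0.29) and SCG3 (0.27), while SCG2 (0.32, adjusted p = 0.0744) did not pass. The list had a camera adjusted p of 0.000652 and an adjusted p = 0.0837 with an estimated correlation. Of 9 goblet cell genes AGR2 and TFF3 (-0.53) fell (3 when adjusted over the list alone), with 0.00629 and an adjusted p = 0.355 with an estimated correlation. Of 8 interferon response genes OAS1 (-0.61), IFITM1 (-0.57) and MX1 (-0.35) fell (3 when adjusted over the list alone), with 0.0414 and an adjusted p = 0.409 with an estimated correlation. MYC targets (1 of 17 rose, SRM, and 1 when adjusted over the list alone) and proliferation (2 of 17 rose, AURKB and CENPF, and 2 when adjusted over the list alone) had 0.0111 and 0.0128, with an adjusted p = 0.409 and 0.463 with an estimated correlation. All these camera p-values were computed without the donor block.

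The other lists did not pass the camera test along the axis. The adjusted p was 0.0531 for melanocyte, 0.0644 for fibroblast matrix, 0.0813 for TGF-beta response, 0.155 for MHC class I, 0.168 for other genes the paper names, 0.398 for leukocyte, 0.751 for a second list of RAS-induced genes, 0.796 for endothelial and 0.909 for mismatch repair genes. In the TGF-beta list COL4A1 (0.43) and LTBP2 (0.40) rose while ITGB6 (-0.77), TGFBI (-0.73) and SMAD7 (-0.21) fell. Of 7 melanocyte genes MITF (0.48) and SOX10 (0.20) rose (4 when adjusted over the list alone).

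The score of intestinal differentiation fell along PC1 at r = -0.614 below the gap (permutation p = 0.00054, BH-adjusted p = 0.00432, rho = -0.694, permutation p = 0.0001; -0.694 without LS513 and SW403) and r = -0.808 above it (permutation p = 1e-05, BH-adjusted p = 0.000133, rho = -0.864, permutation p = 1e-05; -0.722 without MDST8 and COLO741), among 40 relations. With 1 line per donor unit it did not pass below the gap (r = -0.470, permutation p = 0.0137, BH-adjusted p = 0.102). The leukocyte score, set against a background level of the arrays, had r = 0.0999 below the gap and -0.0641 above it. It cannot decide this, since quantile normalization gives all arrays nearly the same distribution. Genes of that list also differed, with CD53 at r = 0.563 below the gap and CD14 at -0.572 above it. That the list itself makes PC1 is argued against by r = -0.576 and -0.789 when PC1 is computed without its probes, and the EMT score alone by partial correlations of -0.603 and -0.749 given that score. These values suggest, as a hypothesis found and tested on the same lines, that PC1 of the lines may follow the level of intestinal differentiation beside EMT.

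Chance alone is argued against as the source of the number of genes along the axis of VIM minus CDH1. On donor unit means 3034 genes passed, and among 100 assignments of the axis to donor units, the real one included, 1 gave as many, with 70 as the highest of the others. The smallest share this test can give is 1 in 100, and it was not run on the model with the donor block.

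In lines derived from another line of the series, the RAS pathway genes had a median log2 difference of -0.69 in HCT116 HKH2 against HCT116, below all 10000 random lists, with 9 of 10 genes lower, SPRY4 at -1.76 and PHLDA1 at -1.57. A second list of RAS-induced genes had a median of only -0.10 there, at a percentile of 17.8 and so within the range of random lists. Against DLD-1 it was 0.49 in DLDDKO1, 0.17 in DLDDKO3 and 0.16 in DLDDKO4, at percentiles of 99.98, 95.7 and 95.9, of which the last 2 lie within the middle 95% of random lists. The second list gave -0.20, -0.36 and -0.36 in these lines, at percentiles of 16.8, 1.16 and 0.86, so in DLDDKO3 and DLDDKO4 it lay below that range. Each line has 1 array, so there is no replicate check, and the labels used here give no genotype.

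For tumors, which are not analysed here, the paper states that MYC and proliferation run against EMT. In these lines MYC target genes gave r = 0.0939 below and 0.277 above the gap (permutation p = 0.642 and 0.224, rho = 0.0391 and 0.245, permutation p = 0.847 and 0.284, BH-adjusted p = 0.694 and 0.427). Without the farthest units r was -0.148 (permutation p = 0.484) below and 0.490 (permutation p = 0.0321, BH-adjusted p = 0.165) above the gap. The value above it is opposite to the paper's direction for tumors. Proliferation genes gave 0.351 and 0.142 (permutation p = 0.0717 and 0.542, rho = 0.199 and 0.249, permutation p = 0.318 and 0.276, BH-adjusted p = 0.191 and 0.642; 0.160 and 0.302 without the farthest units). Of genes the paper names for tumors, FGFR1 (0.34) rose along the axis and SRC (-0.12, adjusted p = 0.0128) fell. TWIST1 (0.24), TCF4 (0.24), FLT1 (0.07), EGFR (-0.23), CLDN9 (-0.14) and MET (-0.03) did not pass the test. Adjusted over the list alone, EGFR (adjusted p = 0.0390) and CLDN9 (adjusted p = 0.0344) fell, the direction the paper gives for them.

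KM20 was close to HT29, with r = 0.782 over the mean-centred probes of highest variance, whereas the median of the closest r of the 38 lines with no other line of their donor was 0.388.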
